# Uptake of dietary milk miRNAs by adult humans: a validation study

**DOI:** 10.12688/f1000research.8548.1

**Published:** 2016-04-22

**Authors:** Amanda Auerbach, Gopi Vyas, Anne Li, Marc Halushka, Kenneth Witwer

**Keywords:** Milk, miRNA, xenomiR, plasma, PBMC, diet, extracellular vesicles

## Abstract

Breast milk is replete with nutritional content as well as nucleic acids including microRNAs (miRNAs). In a recent report, adult humans who drank bovine milk appeared to have increased circulating levels of miRNAs miR-29b-3p and miR-200c-3p. Since these miRNAs are homologous between human and cow, these results could be explained by xeno-miRNA influx, endogenous miRNA regulation, or both. More data were needed to validate the results and explore for additional milk-related alterations in circulating miRNAs. Samples from the published study were obtained, and 223 small RNA features were profiled with a custom OpenArray, followed by individual quantitative PCR assays for selected miRNAs. Additionally, small RNA sequencing (RNA-seq) data obtained from plasma samples of the same project were analyzed to find human and uniquely bovine miRNAs. OpenArray revealed no significantly altered miRNA signals after milk ingestion, and this was confirmed by qPCR. Plasma sequencing data contained no miR-29b or miR-200c reads and no intake-consistent mapping of uniquely bovine miRNAs. In conclusion, the results do not support transfer of dietary xenomiRs into the circulation of adult humans.

## Introduction

Confirmation that microRNAs (miRNAs) from the diet, or dietary xenomiRs ^1^, could be taken up into mammalian circulation and influence gene expression in the ingesting organism would be a paradigm-shifting development in our understanding of nutrition and cross-organism communication. In animals, mature miRNAs are short oligonucleotides that bind with imperfect complementarity to target sequences in longer RNA molecules including messenger RNAs (mRNAs) ^2^. Loaded into proteins known as Argonautes (AGOs) that recruit additional protein constituents of RNA-induced silencing complexes (RISCs) ^3– 5^, miRNAs may achieve cleavage, translational repression, or sequestration of target molecules, usually resulting in minor post-transcriptional adjustments that fall within the range of normal physiologic variation ^6^, although larger effects have also been described.

Milk is a reported potential source of small RNA molecules in the diet ^7^. The nutritional content of milk includes extracellular vesicles, fat globules, and other structures ^8^, some of which contain miRNAs ^9^. In contrast with plant sources, in which foreign AGO-inferred protection of miRNAs could also preclude uptake and function in mammalian cells, mammalian miRNAs in the diet could be protected by proteins that might function in recipient cells. Baier *et al.* reported transient increases of two miRNAs, miR-29b-3p and miR-200c-3p, in circulating plasma and peripheral blood mononuclear cells (PBMCs) of human donors who drank bovine milk ^10^. In this study of five subjects, blood was drawn at baseline (T0) and at several intervals after milk intake (including T3, T6, T9 and T24). Peak levels of miR-29b and miR-200c were observed at T3 in plasma and at T6 in PBMC. The authors hypothesized that these additional miRNA copies were xenomiRs, supplied by the cow milk as these bovine and human miRNAs are 100% identical. An alternative hypothesis ^11^ suggests that glucose-sensitive endogenous miRNAs, including these two miRNAs ^12– 15^, could respond to dietary intake.

Considering the tremendous implications of these findings for the xenomiR delivery hypothesis, we approached Baier *et al.* and offered to profile additional miRNAs. We hypothesized that more data would help to assess the not necessarily mutually exclusive explanations of the original results: xenomiR delivery or endogenous regulation. The authors generously provided a selection of the original samples. We jointly decided to profile miRNAs at baseline and at the reported peak miRNA concentration for each sample type to look for additional alterations in miRNAs. Accordingly, 10 plasma-derived RNA samples (5 subjects at T0 and T3) and 10 PBMC-derived RNA samples (5 subjects at T0 and T6) were assessed with TaqMan medium-density OpenArray technology arrays and individual miRNA qPCR assays. Finally, these data were compared with small RNA sequencing (RNA-seq) results collected from the same study materials by an independent facility.

## Materials and methods

### Sample delivery, preparation, and quality control

Plasma samples and PBMC total RNA samples, prepared as previously described during an institutional review board-approved study ^10^, were sent to the authors’ laboratory by overnight delivery from the University of Nebraska, Lincoln. No identifying information about the donors was provided. Samples included 10 aliquots of T0 and T3 plasma and 10 T0 and T6 PBMC RNA aliquots from the five participants of the initial study ^10^. Although the package arrived on time via overnight delivery, the dry ice within had largely sublimated. Plasma RNA was isolated using the Exiqon "miRCURY RNA Isolation Kits - Biofluids" (Product # 300112) with modifications as previously described ^16^. PBMC RNA quantity and quality was checked by NanoDrop spectrophotometer (Thermo Scientific). Selected miRNAs were assessed by individual qPCR assays (see below under “qPCR assays”).

### OpenArray profiling and data processing

***A custom miRNA OpenArray chip*** (Thermo Fisher) was designed to detect miRNAs that are consistently found at relatively high abundance in cell-free body fluids such as blood plasma. Features included 220 miRNAs and three non-miRNA small RNAs, RNU44, RNU48, and snRNA U6 (although these are not necessarily suitable references for extracellular RNA). The highly conserved and abundant plant miRNA MIR159a served as a negative control. MIR159a is not expected to be found in mammalian samples, and, if detected, is likely a sign of environmental contaminants ^17, 18^. As expected, MIR159a did not amplify in any sample.

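In the plasma data, MIR159a (assay 000338) had a Crt in 0 of 10 samples, at T0 or at T3. A Crt is the cycle at which a well's amplification curve crosses its relative threshold, so a lower Crt stands for more template. Of the non-miRNA controls on the same arrays, RNU44 (assay 001094) had a Crt in 0 of 10 samples and RNU48 in 5, while U6 had a Crt in all 10. U6 amplified at 22.8 ± 1.48 cycles (SD, n = 5 donors) at T0 and at 21.2 ± 2.98 cycles (SD, n = 5) at T3.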

***Sample processing.*** RNA (3 ul plasma RNA or 100 ng PBMC RNA) was reverse-transcribed with the MegaPlex ‘A’ pool of reverse transcription primers (Thermo Fisher). cDNA was pre-amplified using MegaPlex ‘A’ primer pools for a cycle number of 14 (plasma) or 12 (PBMC). Pre-amplified material was diluted per manufacturer’s protocol and as previously described ^19^ and loaded onto the custom TaqMan OpenArray slides by liquid handling robot in the Johns Hopkins DNA Analysis Facility. Quantitative PCR was run for 40 cycles on a QuantStudio instrument.

***Data retrieval and analysis.*** Data including amplification score and relative threshold cycle (Crt) were retrieved using ExpressionSuite software (Thermo Fisher, v1.0.3). Data were analyzed and visualized using Microsoft Excel for Mac 2011, Version 14.5.4, R version 3.2.1, and the Multiple Experiment Viewer (MeV, Version 10.2, part of the TM4 Microarray Software Suite) ^20^.

***Data have been deposited*** with the Gene Expression Omnibus [GEO ^21, 22^, RRID:SCR_004584] under accession numbers GSE79922 (PBMC) and GSE79960 (plasma).

### OpenArray data normalization and analysis

Raw Crt values were normalized by several methods. 

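Over the 10 plasma samples, the raw Crt of miR-16 (assay 000391) was 15.5 ± 0.792 (SD, n = 10) and ranged from 13.985 to 16.834. Its SD ranked 18th from the lowest among the 118 features with a Crt in every plasma sample, whose median SD was 1.08. From T0 to T3 it changed by −0.05 ± 0.98 on the log2 scale (SD, n = 5 donors), with a rise in 2 of 5 donors (exact sign-flip permutation test, two-sided, p = 0.875). The 22 features with the lowest SD, taken here as the GM22 reference because the paper's text does not name its own 22, had SDs between 0.458 (miR-122) and 0.841 (miR-223). They included miR-16, miR-185 and miR-200c, so that miR-200c values normalized to GM22 contain their own signal as 1 part in 22. The geometric mean of the 22 Crts was 19.9 ± 0.211 (SD, n = 5) at T0 and 19.8 ± 0.7104 (SD, n = 5) at T3. This Crt was higher at T3 in 3 of 5 donors, which is less signal. U6 was far more variable, with an SD of 2.35 cycles over the 10 samples, rank 116 of 118.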

For plasma, correction factors were calculated based on the geometric mean of the Crts of 22 relatively invariant features (“GM22”) or on Crt of miR-16, a biofluids reference commonly employed in the literature that, while not appropriate in every case, was relatively invariant in these plasma RNA samples. For PBMC, a correction factor was calculated based on the geometric mean of Crt values of 26 features (including the average of U6 readings) that were selected for relatively low variability (“GM26”). A larger number of reference features were selected for the PBMC dataset because of the proportionally larger total number of apparently detected features. A second correction factor was based on the geometric mean of Crt values for the three non-miRNAs on the array, RNU44, RNU48, and the average of U6, which have been used in previous studies as reference RNAs for intracellular RNA expression (“RN3”). Separately, for both plasma and PBMC RNA, quantile normalization was performed, using all RNAs that were detected in at least 9 of 10 samples. Three different adjustments were thus performed for both the plasma and PBMC datasets.

Because of the small number of samples, we performed paired sample t-tests in Microsoft Excel for Mac 2011 v14.5.4 for those miRNAs with complete pre-to-peak sample pairs and considered results potentially significant at p < 0.01.

### Hierarchical clustering

Hierarchical clustering of plasma or PBMC data, filtered by amplification score and for detection in 9 of 10 samples, then adjusted or not via the normalization strategies outlined above, was performed with the Multiple Experiment Viewer v10.2. Data were mean-centered across features. Hierarchical clustering was performed for all samples and features using Pearson correlation and average linkage.

### RNA stability test

Isolated RNA (different plasma source from the above) was aliquoted, frozen at -80 C, and then thawed and left at 22 C for 24, 8, 4, or 0 hours. Quantitative PCR assays (see below) were then used to assess levels of hsa-miR-16-5p and spiked-in cel-miR-39.

### qPCR assays

Stem-loop reverse transcription quantitative PCR assays ^23^ were performed as previously described ^16^. Input was normalized by volume (3 ul for plasma RNA) or mass (33 ng/reaction for PBMC RNA). Assays were ordered from Applied Biosystems/Thermo Fisher, under Inventoried Cat. # 4427975: hsa-miR-1-3p (002222), hsa-miR-16-5p (000391), hsa-miR-125b-5p (000449), hsa-miR-223-3p (002295), hsa-miR-29b-3p (000413), ath-MIR156a (000333), ath-MIR166a (000347), and cel-miR-39 (000200); and ath-MIR167a (000348) under "Made to Order" Cat. # 4440886.

### RNA sequencing data and analysis

RNA sequencing data (BioProject ID PRJNA307561) were downloaded from the Sequence Read Archive and processed on a local server. Analysis was done with miRge [ 24, output: raw and rpm counts for human mapping], Chimira release 1 [ 25, output: raw and normalized by DESeq2 v3.2 ^26^ for human and bovine], and Bowtie v1.1.2 [ 27, RRID:SCR_005476, mapping to human sequences in miRBase v21 ^28^. Sequences were obtained from miRBase v21 for human and bovine comparisons, and milk miRNA profiling data were sought from several previous publications ^9, 29^.

## Results

### Stability of the samples

The packaging of the shipped samples demonstrated marked sublimation of the dry ice. To assess the stability of the samples, PBMC RNA was measured by spectrophotometer and assessed with stem-loop reverse transcription miRNA qPCR assays for miRs-16, -125b, and -223. This showed limited evidence of degradation, since the signal from each miRNA was consistent across samples ( Table 1) with two exceptions: the zero time point PBMC samples of subjects 4 and 5 amplified 1.9 and 5.8 cycles later, respectively, than the average. There was no indication of general degradation, and it remains unclear whether the two later-amplifying samples were different prior to transport or only after. Plasma stability is less of a concern, since biofluid miRNAs are protected by close association with AGO proteins, whether inside or outside of extracellular vesicles (EVs). Nevertheless, we used qPCR to assess miR-16 stability and that of a spiked-in RNA, cel-miR-39, finding good agreement across samples ( Table 1). Furthermore, RNA samples that were placed at room temperature (22 C) for 0 to 24 hours showed no evidence of degradation of an endogenous or a spiked-in RNA ( Figure 1). We elected to proceed with profiling of all samples, including the two later-amplifying PBMC samples.

**Table 1.** qPCR quality control results. Indicated miRNAs from plasma and PBMC were measured by stem-loop qPCR assays to discover any indications of sample degradation during transport. Shown are average Cq (cycle of quantitation) values across samples as well as standard deviation. For the PBMC samples, removing the two T0 outliers from donors 4 and 5 substantially reduced the variability.

PLASMA			PBMC			
miRNA	Avg Cq	SD	miRNA	Avg Cq	SD	SD-Outliers
miR-16	21.40	0.54	miR-16	22.06	2.64	1.14
Spike	19.84	0.51	miR-125b	32.20	2.10	0.67
			miR-223	21.54	2.41	1.10

**Figure 1.**
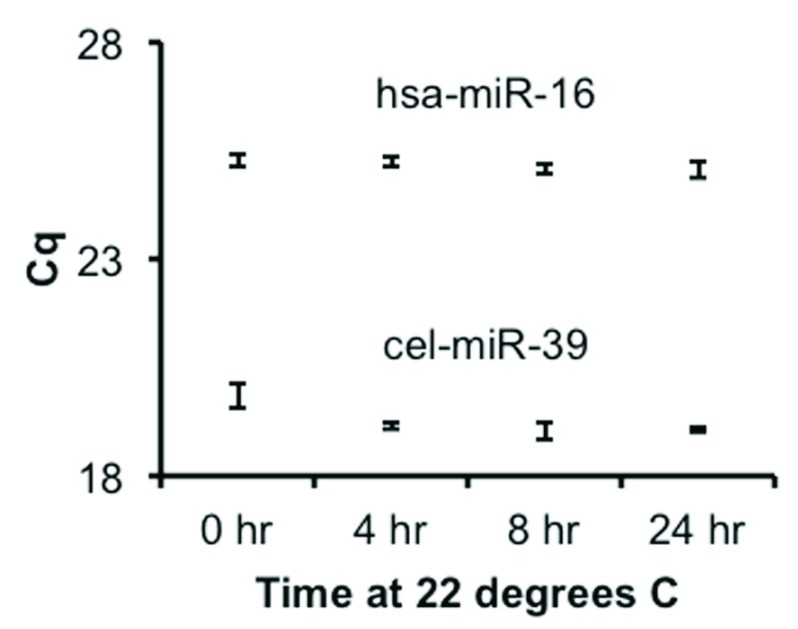
Stability of isolated RNA after thawing. RNA was isolated by the Exiqon Biofluids method from an archived sample of plasma and aliquoted and frozen. Aliquots were thawed and allowed to sit at room temperature (22 C) for 0, 4, 8, or 24 hours. qPCR was used to assess miR-16 and spiked-in cel-miR-39 levels. Shown are +/- 1 standard deviation for triplicate measurements.

### Global analyses of plasma or PBMC miRNAs: OpenArray profiling

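Plasma RNA from 5 donors, drawn before milk intake (T0, 0 hours) and at the reported peak (T3, 3 hours), was profiled on the custom OpenArray, 1 array profile per donor and time point. The authors deposited raw Crts for 223 features in each of the 10 samples, in PCR cycles and without normalization. Some wells have no value. Whether these gave no Crt or were blanked by the filter on amplification score cannot be told without the scores. Of the 2230 combinations of feature and sample, 1719 (77.1%) had a Crt. Per sample, 158 to 180 features had one at T0 (median 169) and 154 to 188 at T3 (median 178). The median Crt of the features with a value in every sample was 23.7 ± 0.268 (SD, n = 5) at T0 and 23.2 ± 0.888 (SD, n = 5) at T3. A change of 1 cycle was taken as a factor of 2, and each donor's log2 change is the Crt at T0 minus the Crt at T3, so that a positive value is more signal at T3. Wells without a Crt stayed missing. The Crts were used raw, after subtraction of the GM22 geometric mean, after subtraction of the Crt of miR-16, and after quantile normalization of the features detected in at least 9 of 10 samples. Changes were tested per feature with limma's moderated test with the donor as a block, two-sided, at the paper's unadjusted threshold of 0.01 and with Benjamini-Hochberg adjustment at 0.05. The same paired test without moderation, as the paper ran it, was an alternative. With 1 value per feature and sample, the error of a measurement cannot be separated from the difference between donors, and the number of donors limits the precision.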

***Results overview.*** A total of 223 microRNAs and small RNA controls were assayed by custom qPCR OpenArray, with 134 plasma miRNAs showing amplification in at least 9 of 10 samples. 118 miRNAs were detected in all samples. 

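A Crt in at least 9 of the 10 plasma samples was present for 134 features and in all 10 samples for 118. Both counts include the U6 snRNA. Without it, 133 and 117 miRNAs were counted. A further 77 features had a Crt in 1 to 8 samples and 12 features in none. When only wells with a Crt under 28 were counted, the numbers fell to 106 and 89.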

In RNA from PBMCs, 167 miRNAs amplified in at least 9 of 10 samples, while 135 miRNAs amplified in all samples.

***Analysis criteria.*** We employed an inclusive approach toward identifying miRNAs that differed between baseline (T0) and peak (either T3 or T6) due to the relatively small number of subjects. No p value or false discovery rate corrections were performed. Instead, we flagged as potentially interesting those features that: 1) were detected in at least 9 of 10 samples (and thus supplied at least four of a possible five complete T0-to-peak sample pairs); and 2) had an uncorrected p value by paired t-test of < 0.01. The same criteria were applied to both plasma and PBMC data.

***Plasma miRNA results.*** As shown in Table 2, no plasma miRNAs fulfilled the above inclusion criteria as being altered by milk intake in the raw dataset. 

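Of the 134 features tested in raw Crt, 4 had an unadjusted p under 0.01 in limma's test with the donor block, all with more signal at T3, where 1.34 would pass by chance. With adjustment, 2 features remained under 0.05. This adjusted count was 0 without donor 2, without donor 3, without donor 4 and with features detected in at least 6 of 10 samples. It stayed at 2 without donor 1, without donor 5 and with features detected in all 10 samples. limma's prior degrees of freedom came out infinite for these data, so that the same SE of 0.709 applied to every feature with 5 complete pairs. The log2 fold change of miR-454 was 3.81 (SE 0.709, adjusted p = 1.55e-05 from limma), with a rise in 5 of 5 donors. Its size depended on 1 well, the T3 sample of donor 2, with a Crt of 14.4 where the other donors had 23.5 to 25.9 at T3. Without that well alone the log2 fold change of miR-454 was 1.96 (SE 0.773), short of the threshold, and 3 features passed. Without donor 2 in the fit 0 features passed. miR-125a-5p changed by 2.57 (adjusted p = 0.0211 from limma), with a rise in 4 of 5 donors. miR-362-3p changed by 2.12 (adjusted p = 0.129) and miR-422a by 1.99 (adjusted p = 0.171). In the paired test without moderation, which is the paper's, 0 features had a p under 0.01 and 2 had a p under 0.05, with a smallest adjusted p of 0.748. The median log2 fold change of all tested features was 0.51, and the donors' own medians ran from −0.27 in donor 5 to 2.26 in donor 3.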

Several miRNAs had a nominally significant p value in the normalized datasets. However, there was no overlap between the miRNAs identified in the variously normalized data, indicating a lack of robustness of the findings. These arbitrary findings likely represent type 1 error due to the uncorrected p value cutoff. Furthermore, the average fold change for each feature was less than two fold, with a maximum average upregulation of 92% and a maximum downregulation of 36%.

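After normalization to GM22, 1 of 134 features had an unadjusted p under 0.01 in limma's test with the donor block. After normalization to miR-16 it was 1 of 133, and after quantile normalization 3 of 134. None passed an adjusted p of 0.05 in any of these, and 19, 26 and 10 features had an unadjusted p under 0.05. The feature in both of the first sets was miR-191 (assay 002299), with a log2 fold change of 1.33 (SE 0.319, adjusted p = 0.336 from limma) under GM22 and 1.55 (SE 0.407, adjusted p = 0.219) under miR-16. It rose in 5 of 5 donors under each. With quantile-normalized data the features were miR-375, at −1.34 (SE 0.300), miR-25, at −1.08 (SE 0.265), and miR-185, at −0.74 (SE 0.198), each with an adjusted p of 0.442 from limma and each lower at T3 in 5 of 5 donors. With the paired test without moderation, 3 features had a p under 0.01 under GM22 (miR-191, miR-152 and miR-636), 2 under miR-16 (miR-132 and miR-140) and 1 after quantile normalization (miR-185). The smallest adjusted p of that test over the 3 normalized sets was 0.270.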

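Counted over raw Crt and the 3 normalizations, limma's test with the donor block passed 8 different features at an unadjusted 0.01. Of these, 1 passed in more than 1 set (miR-191) and 0 in all 4. The paired test without moderation passed 6 different features at 0.01, 0 of them in more than 1 set. At the looser unadjusted 0.05, limma's test passed 20 features in 2 or more sets, 7 in 3 or more and 2 in all 4. Of the 133 features tested in all 4 sets, 93 kept one sign. All 4 sets come from the same wells, so such overlap is not independent evidence. miR-132 (assay 000457) rose in 5 of 5 donors under miR-16, by 0.79 ± 0.25 on the log2 scale (SD, n = 5), in 4 under GM22 and in 3 in raw Crt. miR-140 (assay 001187) rose by 0.94 ± 0.40 (SD, n = 5) under miR-16 and by 0.71 ± 0.37 (SD, n = 5) under GM22, in 5 of 5 donors each, and in 4 donors in raw Crt. The separate assay for miR-140-3p (002234) changed by 0.19 ± 0.61 (SD, n = 5) under miR-16, with a rise in 2 of 5 donors. miR-92a (assay 000431) fell in 5 of 5 donors under GM22 (−0.34 ± 0.17, SD, n = 5) and after quantile normalization (−0.68 ± 0.36, SD, n = 5), and in 3 in raw Crt. miR-636 (assay 002088) had 4 complete pairs and fell in 4 of them under GM22 (−0.42 ± 0.14, SD, n = 4) and in 2 in raw Crt. miR-184 had a Crt in 2 of 10 samples, no complete pair, and no test. A change with one sign in 5 of 5 donors has an exact two-sided p of 0.0625, the smallest that 5 pairs allow.

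**Figure D1:**
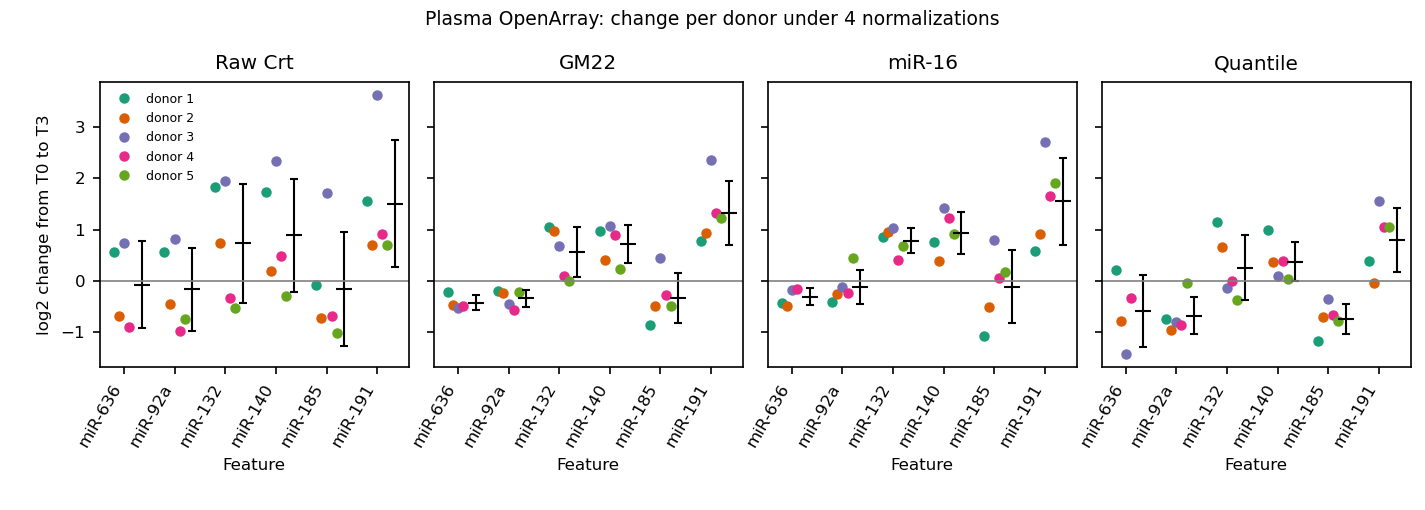
Change from T0 to T3 on the log2 scale (vertical axis, positive is more signal at T3) of 6 features under raw Crt and 3 normalizations. Each point is 1 donor, and the black bar is the mean ± SD. miR-92a falls in 5 of 5 donors under GM22 and quantile normalization but in 3 in raw Crt, and miR-191 rises in 5 of 5 donors in raw Crt, GM22 and miR-16.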

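At an unadjusted p under 0.01, chance alone gives 1.34 of 134 features per set. Under GM22, the 3 features past the threshold in the paired test without moderation shared an adjusted p of 0.341, and under quantile normalization the smallest adjusted p of that test was 0.454. From the missing overlap between normalizations and the uncorrected threshold, the paper reasons that these features likely represent type 1 error.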

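Averaged over donors as the mean of each donor's fold change, miR-140 normalized to miR-16 rose 1.98-fold ± 0.539 (SD, n = 5) and miR-132 rose 1.74-fold ± 0.283 (SD, n = 5). As geometric means over donors the values were 1.92 and 1.72. Normalized to GM22, miR-636 was at 0.749 ± 0.0771 of its T0 level (SD, n = 4) and miR-92a at 0.796 ± 0.0883 (SD, n = 5). After quantile normalization miR-185 was at 0.609 ± 0.121 of its T0 level (SD, n = 5). miR-191, which also passed the threshold under GM22, averaged 2.73-fold ± 1.39 (SD, n = 5), or 2.51-fold as a geometric mean. Among the 134 features of the GM22 set as a whole, passing or not, 14 had a geometric mean change over 2-fold up and 1 a change over 2-fold down.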

**Table 2.** miRNAs with uncorrected p < 0.01 in plasma and PBMC samples (OpenArray). Shown are miRNAs that satisfied an arbitrary uncorrected p value (“uncorr. p”) of 0.01 by two-tailed paired t-test, in data normalized variously for plasma: none, GM22 (geometric mean of 22 invariant features), 16 (miR-16), and QN (quantile normalization); and for PBMC: none, GM26 (geometric mean of 26 invariant features), RN3 (geometric mean of U6, RNU44, and RNU48), and QN (quantile normalization). Average fold change (avg FC) across donors is also shown.

PLASMA				PBMC			
Norm	miRNA	Uncorr. p	avg FC	Norm	miRNA	Uncorr. p	avg FC
None	None			None	None		
GM22	miR-636	0.003	0.69	GM26	None		
	miR-92a	0.004	0.69				
16	miR-132	0.002	1.73	RN3	None		
	miR-140	0.007	1.92				
QN	miR-184	0.005	0.64	QN	miR-142-3p	0.005	1.4

***PBMC miRNA results.*** In the PBMC dataset, miR-142-3p was identified in the quantile-normalized dataset, but was not identified under any other normalization strategy ( Table 2). Again, this likely represented type I error. No other miRNAs that differed between time points were identified including those previously evaluated (miR-200c, miR-29b, miR-1) ^1^. Our lack of finding any additionally variant miRNAs due to milk feeding and our inability to replicate the prior study led us to further examine miR-29b and miR-200c.

### Individual analyses of miR-29b and miR-200c

It is possible that expression changes would not reach statistical significance but could still provide some support for the uptake hypothesis, for example, if small increases occurred consistently in all sample pairs or if large but variable fold changes were observed. Therefore, we examined the data for miR-29b and miR-200c for any trends.

***Plasma miR-29b.*** In plasma samples, miR-29b did not amplify consistently and did not satisfy our inclusion criteria above (Crt for only 7 of 10 samples and three complete sample pairs). 

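miR-29b (assay 000413) had a Crt in 4 of 5 samples at T0 and in 3 of 5 at T3. The 4 T0 values were 27.9 in donor 1, 24.2 in donor 2, 21.5 in donor 3 and 28.7 in donor 4, a mean of 25.6 ± 3.34 cycles (SD, n = 4). The 3 T3 values were 27.1, 28.2 and 26.2 in donors 1, 2 and 3, a mean of 27.2 ± 1.02 cycles (SD, n = 3). Donor 5 had no Crt at either time point. In the RefSeq annotation of GRCh38.p14, in which 208 of the 219 miRNA assays matched a gene by name, 2 genes carry miR-29b: MIR29B1, a neighbour of MIR29A, and MIR29B2, a neighbour of MIR29C.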

When we examined these values individually, there was no evidence for intake-related increases. miR-29b appeared to increase slightly for donor 1, but to decrease for donors 2 and 3 (raw values). 

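In raw Crt, miR-29b moved from T0 to T3 by 0.71 on the log2 scale in donor 1, by −3.98 in donor 2 and by −4.74 in donor 3. The mean was −2.67 ± 2.96 (SD, n = 3), so the spread between donors exceeded the mean change. From these individual values the paper concludes that there was no evidence for an intake-related increase.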

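With the GM22 geometric mean subtracted, the log2 change of miR-29b was −0.06 in donor 1, −3.76 in donor 2 and −6.02 in donor 3. With the Crt of miR-16 subtracted, it was −0.27, −3.78 and −5.67.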

Following normalization by GM22 or miR-16, there was a decrease in all three complete sample pairs. As for other miRNAs examined, these differences were not statistically significant ( Table 3).

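The mean change of miR-29b over the 3 complete pairs was −3.28 ± 3.01 (SD, n = 3) under GM22 and −3.24 ± 2.74 (SD, n = 3) under miR-16. Exact sign-flip permutation tests of the 3 pairs, two-sided, gave p = 0.5 in raw Crt and p = 0.25 under each of these normalizations, and 0.25 is the smallest p that 3 pairs allow. With each pair left out in turn, the mean under GM22 lay between −4.89 and −1.91. All 3 changes were negative there, so its sign could not change.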

**Table 3.** miR-29b and miR-200c results in plasma and PBMC samples (OpenArray). Results are shown for normalization techniques for plasma: none, GM22 (geometric mean of 22 invariant features), 16 (miR-16), and QN (quantile normalization); and for PBMC: none, GM26 (geometric mean of 26 invariant features), RN3 (geometric mean of U6, RNU44, and RNU48), and QN (quantile normalization). “NA” = not applicable (miRNA data did not satisfy inclusion criteria), “p” = p value (two-tailed paired t-test with no corrections), “FC” = fold change.

PLASMA				PBMC			
Norm	miRNA	p	avg FC	Norm	miRNA	p	avg FC
None	miR-29b	NA		None	miR-29b	0.236	1.51
GM22				GM26		0.331	0.69
16				RN3		0.175	0.57
QN				QN		0.469	0.86
None	miR-200c	0.652	1.09	None	miR-200c	0.050	2.3
GM22		0.367	0.64	GM26		0.927	0.98
16		0.756	0.86	RN3		0.763	0.92
QN		0.277	0.61	QN		0.756	0.95

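The miR-200c assay (002300) gave a Crt of 22.6 ± 1.09 cycles (SD, n = 5 donors) at T0, from 21.104 in donor 5 to 23.799 in donor 4. At T3 it gave 22.9 ± 0.221 cycles (SD, n = 5), from 22.624 in donor 4 to 23.211 in donor 1. In the RefSeq annotation the gene MIR200C neighbours MIR141, whose miRNA had a Crt in 7 of the 10 samples.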

***Plasma miR-200c.*** miR-200c-associated signal was detected in all plasma samples. This miRNA experienced a slight average downregulation from 0 to 3 hours by 15 to 40% depending on normalization. 

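The mean log2 change of miR-200c from T0 to T3 was −0.27 ± 1.22 (SD, n = 5) in raw Crt, −0.44 ± 1.34 (SD, n = 5) under GM22, −0.22 ± 1.45 (SD, n = 5) under miR-16 and −0.80 ± 1.46 (SD, n = 5) after quantile normalization. The 95% confidence intervals from limma reached from −1.66 to 1.13, from −1.63 to 0.75, from −1.48 to 1.05 and from −2.18 to 0.58, in the same order. As geometric means over donors, miR-200c at T3 was at 0.832, 0.737, 0.861 and 0.574 of its T0 level. The arithmetic means of the donors' fold changes were 1.09 ± 0.828, 1.07 ± 1.12, 1.299 ± 1.41 and 0.914 ± 1.10 (SD, n = 5 each), above 1 in 3 of the 4 sets, so the direction of the average depends on how donors are averaged.

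**Figure D2:**
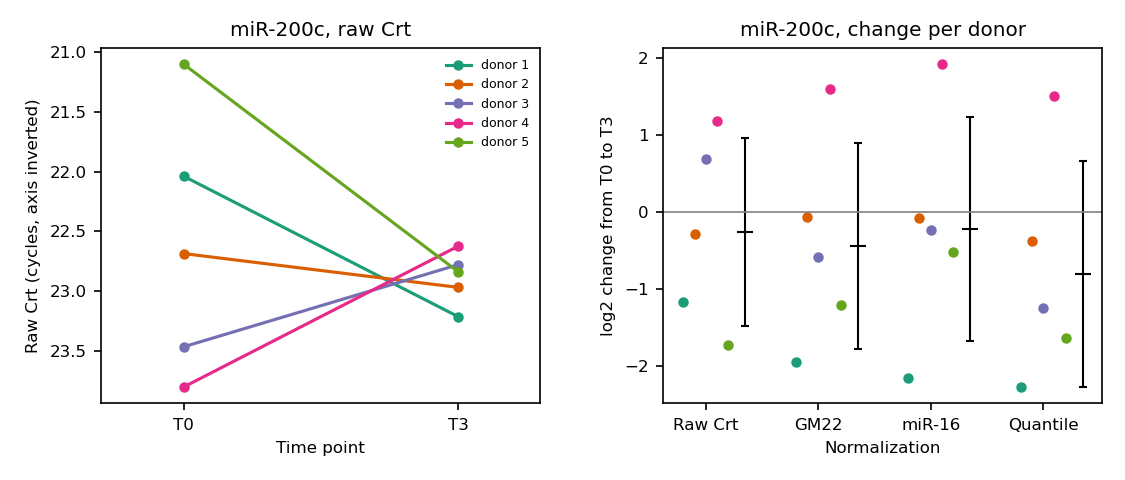
miR-200c in plasma of 5 donors. Left, raw Crt in cycles at T0 and T3, with the axis inverted so that more signal is higher and a line for each donor. Right, change from T0 to T3 on the log2 scale under raw Crt and 3 normalizations, with the mean ± SD in black. The donors spread over 21.104 to 23.799 cycles at T0 and 22.624 to 23.211 at T3, and donor 4 rises under every normalization.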

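In raw Crt, miR-200c fell by 1.17 in donor 1, by 0.28 in donor 2 and by 1.73 in donor 5 on the log2 scale, and rose by 0.69 in donor 3 and by 1.18 in donor 4. Under GM22, miR-16 and quantile normalization it fell in 4 of 5 donors each, and donor 4 rose by 1.59, 1.92 and 1.51. Exact sign-flip permutation tests, two-sided over the 5 pairs, gave p = 0.6875 in raw Crt, p = 0.4375 under GM22, p = 0.5625 under miR-16 and p = 0.25 after quantile normalization. Without donor 5 the raw mean change was 0.10, and without donor 1 it was 0.01 under GM22 and 0.27 under miR-16, each a change of direction.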

Although downregulation was observed in four sample pairs (normalized data) or three (raw data), no changes were significant by paired t-test ( Table 3).

***PBMC miR-29b and miR-200c.*** For PBMC samples, the raw miR-29b and miR-200c signals were upregulated by 67% and 93%, respectively, on average ( Table 3). These changes were driven by the donor 4 and 5 T0 samples, which quality control had already identified as having abnormally high Cq values. Following normalization, miR-29b and miR-200c became slightly downregulated.

### Hierarchical clustering reveals within-donor relationships

Hierarchical clustering was performed to find possible milk-intake-related patterns that were potentially consistent with relationships between samples obtained at the same time points (baseline versus peak) for the entire miRNA dataset. For raw, unadjusted plasma data, samples clustered by donor, not by time point ( Figure 2A). 

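In raw Crt with each feature centred on its mean, the T0 and T3 profiles of one donor had a mean Pearson r of 0.235 over the 134 features, and T0 and T3 profiles of different donors one of −0.199. None of the 120 ways of pairing T0 with T3 samples gave a higher mean than the true pairs (exact permutation test, one-sided, p = 0.00833, the smallest these pairings allow). The same-donor r was 0.542 in donor 1, −0.0606 in donor 2, 0.208 in donor 3, 0.362 in donor 4 and 0.125 in donor 5. With average linkage, both samples of donors 1, 3, 4 and 5 were direct neighbours in the tree. Profiles of different donors at the same time point had an r higher by 0.0975 than those at different time points, the highest of the 16 ways to swap time labels within donors (exact permutation test, one-sided, p = 0.0625, the smallest these swaps allow).

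**Figure D3:**
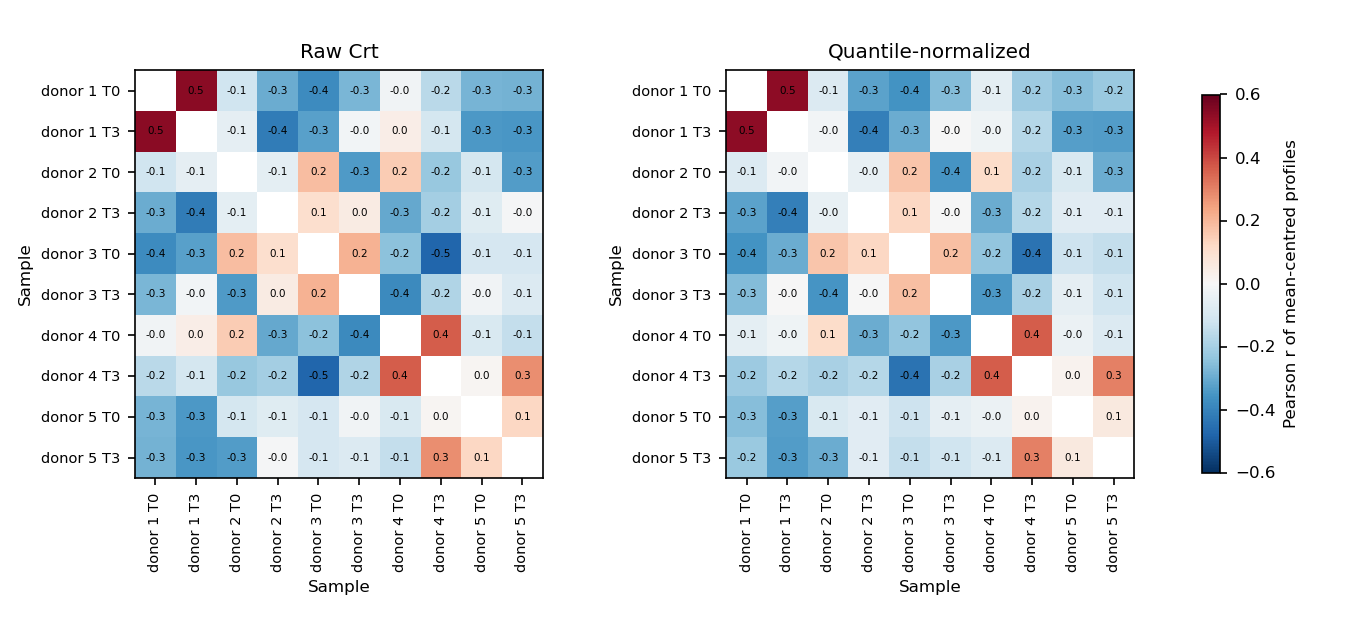
Pearson correlation between the feature-centred profiles of the 10 plasma samples, in raw Crt (left) and after quantile normalization (right). Rows and columns are samples ordered by donor, and color and printed number give r. The pairs of donor 1 (0.542 raw) and donor 4 (0.362 raw) stand out in both panels, and the pair of donor 2 (−0.0606 raw) does not.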

After normalization, no consistent pattern (time point or individual) remained ( Figure 2B; shown is analysis of quantile-normalized data; similar results were obtained from otherwise normalized data, not shown). 

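After quantile normalization the mean same-donor r was 0.219 and that between donors −0.192 (exact permutation test over the pairings, one-sided, p = 0.00833). Donors 1, 3 and 4 had both samples as direct neighbours in the tree, and in 7 of 10 samples the most similar other sample came from the same donor, the same number as in raw Crt. The r of donor 5 fell from 0.125 to 0.0569. Subtraction of one value from all features of a sample hardly moves a correlation across features, and the mean same-donor r was 0.235 both after GM22 and after miR-16 normalization. The time-point difference in r was 0.0847 after quantile normalization (exact permutation test over swaps within donors, one-sided, p = 0.0625).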

Similar results were also seen for PBMC data ( Figure 3; as above, results from only raw and quantile-normalized data are shown).

**Figure 2.**
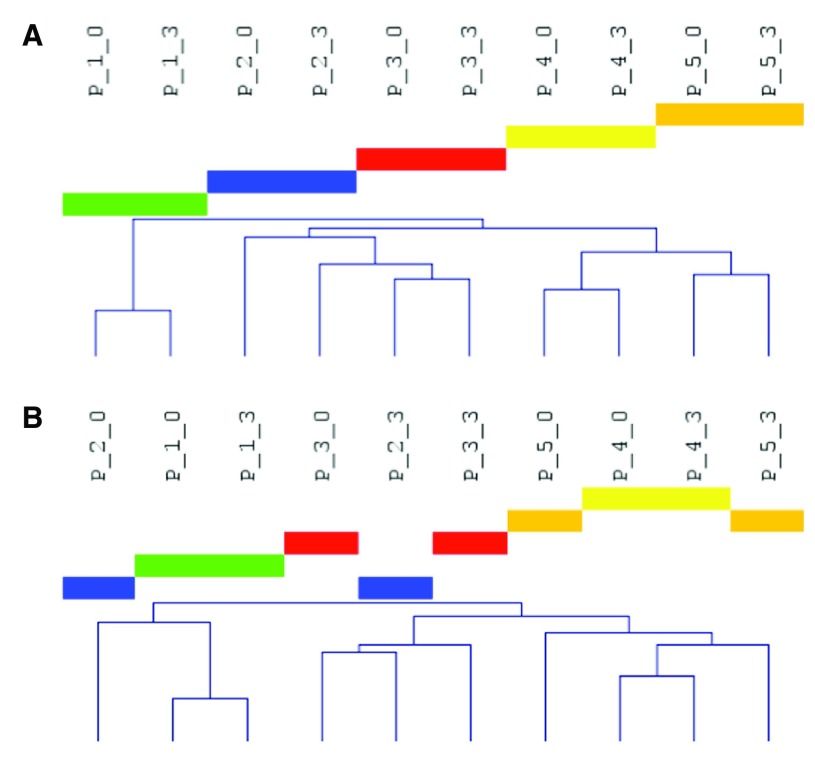
Relationships of plasma samples at T0 and T3. Hierarchical clustering was performed by Pearson correlation and average linkage and conducted for all features from T0 and T3 (previously reported peak of milk-derived RNA expression) using raw data ( **A**) or quantile-normalized data ( **B**) from OpenArray profiling of miRNA. Sample notation “P_1_0” indicates plasma, donor 1, at the 0 hr time point. Each color represents one donor.

**Figure 3.**
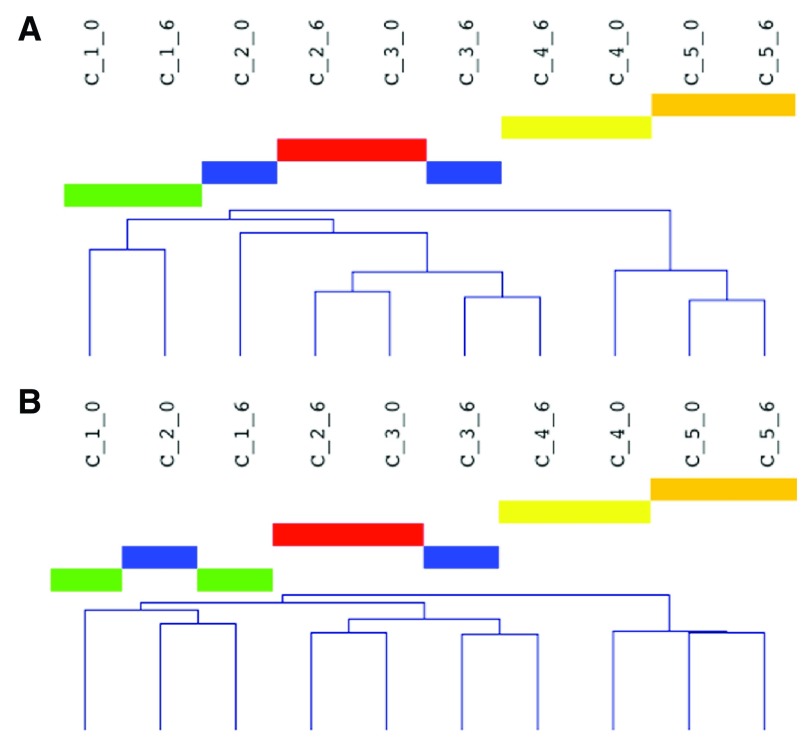
Relationships of PBMC samples at T0 and T6. Sample notation “C_1_0” means cellular (PBMC) RNA, donor 1, at the 0 hr time point. Hierarchical clustering of raw ( **A**) and quantile-normalized data ( **B**) are shown.

### Individual quantitative PCR assays suggest negligible levels of miR-29b in plasma samples

It is possible that some array-based assays may be less sensitive than standard, higher-volume qPCR assays (10–25 microliters) because of input RNA volume differences. In particular, miR-29b was not detected in all samples, so trends may have been missed. To gather more data on miR-29b if possible, we used individual qPCR assays to probe miR-29b expression and that of known high- and low-expressed miRNAs (miRs-16 and -1). As negative controls, we measured several foreign RNAs (plant miRNAs MIR156a, 166a, and 167a) that are expected to be present negligibly if at all in human plasma. (Also, plant miRNAs are probably not found in milk ^30^.)

***Control miRNAs.***Cq values for miR-16, often used as a control in circulating miRNA studies, were fairly stable across samples, with no obvious pattern of alteration following milk intake ( Figure 4A and Table 1). Only one group of technical triplicates (subject 2, T3) displayed standard deviation of > 0.4 Cq (CqSD). A miRNA normally found at low levels in circulation is miR-1. This largely cardiac and skeletal muscle-specific miRNA may serve as a reliable biomarker of muscle injury precisely because of its normally low abundance in blood ^31^. The low abundance and late detection (all Cq > 32) of miR-1 contributed to large variation in readings even between technical replicates ( Figure 4A, most CqSD > 0.4).

**Figure 4.**
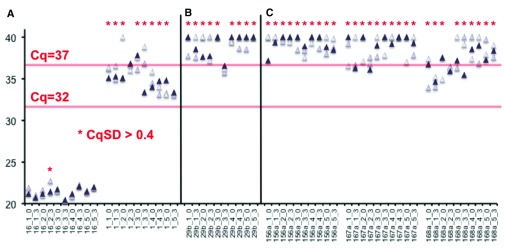
Examples of high, low, and false positive signal detection in plasma RNA samples by quantitative PCR. ( **A**) miR-16 is detected reliably in plasma with Cq in the low 20s, while miR-1 is detected only in the 30s, with high variability. ( **B**) miR-29b-associated signal is detected only late, with no obvious pattern between pre (0) and post (3) milk intake, and is in the same range as spuriously detected plant miRNA-associated signals ( **C**) for ath-MIR156a, -166a, and 167a. * = Cq standard deviation (CqSD) > 0.4. Throughout, the data points are labeled in the format “miRNA_donor_time point”, and replicate measurements are indicated by differently shaded symbols.

***Low miR-29b signal.*** miR-29b was associated with amplification at even higher Cq values than miR-1, with most replicates amplifying after Cq of 37 and with CqSD > 0.4 ( Figure 4B). miR-29b appears to be present at only very low levels in circulation of these subjects, and its measurement may be subject to the Poisson effect. miR-29b did not appear to change in response to milk intake. Indeed, miR-29b levels are in the same range associated with nonspecific amplification, as shown by non-specific signals from plant miRNA assays. In these samples, three widely conserved plant miRNAs, MIR156a, MIR167a, and MIR166a, had Cq values almost universally later than 37 and with high variability ( Figure 4C).

### RNA-seq analysis: independent dataset

***Analysis of small RNA-seq data.*** It remains formally possible that real responses to milk intake were masked in our studies. Varying degrees of partial degradation of samples that we received could have contributed to the lack of significant differences in our OpenArray results. Compromised samples might also explain the failure to detect substantial amounts of miR-29b by individual qPCR. To determine whether sample integrity or technical problems might have biased our results, we found another data source to analyze. We examined a high-throughput small RNA-seq dataset in the Sequence Read Archive (BioProject ID PRJNA307561) ^32, 33^. In this project, pooled RNA from the same plasma samples we examined was sequenced by an independent facility. The dataset consisted of four pooled samples, representing the five donors at time points 0, 3, 6 and 9 hours post-milk intake. Each sample had between 17.9 and 21 million total reads ( Table 4). We analyzed the sample by three methods: miRge ^24^, Chimira release 1.0 ^25^, and direct mapping via Bowtie v1.1.2 to mature miRNAs. The percent miRNAs were between 96.6 and 99.1% for samples at T0, T6, and T9. However, at T3, the % aligned miRNAs was only 44.9–47%. The dominant miRNA by any measure, representing 43–98% of all miRNAs in these specimens, was miR-486-5p, a miRNA known to be robustly expressed in red blood cells ^34^. Its high level of expression greatly suppressed the RPM counts of all other miRNAs. Despite that, we mapped up to 302 miRNAs, depending on analysis tool and mapping of paralogs. No reads corresponding to miR-29b or miR-200c were detected in any of the samples.

**Table 4.** Mapping percentages by three methods. Total reads in the RNA-seq datasets for plasma at T0, T3, T6, and T9 are shown, along with the number and percentage of reads mapped using miRge, Chimira, or Bowtie.

		miRge		Chimira		Bowtie/miRBase	
SRA	Total reads	mapped	%	mapped	%	mapped	%
SRR3083757	18104234	17571674	97.1	17523557	96.8	17490252	96.6
SRR3083758	21050196	9898504	47.0	9688895	46.0	9442374	44.9
SRR3083759	17972585	17661827	98.3	17620217	98.0	17593830	97.9
SRR3083760	19298056	19119013	99.1	19074396	98.8	19065638	98.8

We additionally evaluated the datasets against bovine miRNAs using Chimira. There are 794 known bovine (bta) miRNAs (miRBase v21), some of which do not appear to have homology to human miRNAs. A total of 205 miRNAs matched to this database, including 165, 131, 138, and 150 miRNAs at 0, 3, 6, and 9 hours. 17 sequences mapped to bta miRNAs without known homologs in humans ( Table 5). Of these, only six had ten raw counts in at least one sample, and only one, bta-miR-1839, was mapped in all samples. However, bta-miR-1839 was most abundant at T0, inconsistent with derivation from milk. The remaining unique bovine miRNA sequences were distributed in a seemingly random fashion amongst the time points.

**Table 5.** Putative bovine-specific miRNAs. Chimira was used to map known bovine miRNAs in RNA-seq data. The miRNAs in this table do not appear to have human homologs. Shown are raw counts at the indicated time points.

miRNA	T0	T3	T6	T9
bta-mir-1839	1333	5	816	157
bta-mir-2338		1	698	
bta-mir-2451	250		1	
bta-mir-2904	4			21
bta-mir-6532		21		
bta-mir-3956	15			
bta-mir-3596	2		3	3
bta-mir-2284z	2	1	1	1
bta-mir-2887	2	1		2
bta-mir-2284x		1	1	1
bta-mir-2484		1	2	
bta-mir-2285z		2		1
bta-mir-2285g		3		
bta-mir-2370-5p	1			
bta-mir-6529b		1		
bta-mir-2892		1		
bta-mir-1388-5p				1

**Milk abundance versus apparent changes at T3.** Since all samples at 0, 3, 6, and 9 hours were pooled, expression comparisons cannot strictly be made. Even so, we compared the miRNAs with the greatest apparent fold increase at T3 with previously reported abundance in milk ^9^. The top ten increased miRNAs were not found in milk or were not among the most abundant in milk ( Table 6). One has no known homolog in cow (hsa-miR-4732-3p). Similarly, the ten miRNAs with the highest reported abundance in milk ^9^ experienced apparent decline or increase with no obvious pattern ( Table 7). This includes let-7b, the most abundant milk miRNA (40% of reads) and also among the most enriched in milk exosomes ^29^, which appeared to decline >100-fold from T0 to T3 (miRge rpm).

**Table 6.** Comparison of plasma miRNAs with reported abundance in milk. Plasma miRNAs with the greatest apparent increase from T0 to T3 by RNA-seq were compared with their reported abundance in milk. The top two increasing miRNAs were not detected (ND) in the initial milk sequencing study ^9^ while another is not found in bovine. The other increasing miRNAs were not among the most abundant in milk.

Greatest increase, T0 to T3		
miRNA	FC (T0 to T3)	Milk rank (ref 9)
208b-3p	9891	ND
126-3p	3177	ND
181b-5p	242	49
183-5p	160	117
125a-5p	148	56
4732-3p	117	ND (human)
181a-2-3p	113	42
141-3p	64	91
423-3p	54	15
100-5p	47	121

**Table 7.** Comparison of milk miRNA abundance with fold change from T0 to T3 in plasma. Of the most highly expressed miRNAs in milk ^9^, some appeared to decline after milk intake, while others increased (“FC” = fold change). let-7d was not detected (ND) in human plasma at the T3 time point.

Top-ranked milk miRNA (ref 9)		
miRNA	% milk miRNAs	FC (T0 to T3)
let-7b	39.1%	-111
let-7a/c	37.0%	5
let-7f	2.8%	14
miR-30a	1.9%	-39
miR-21	1.7%	23
miR-99a	1.7%	-33
let-7d	1.4%	ND (T3)
miR-148a	1.2%	32
miR-92a	1.1%	8
miR-30d	1.0%	-1144

### Discussion

We attempted to replicate and expand on the report of Baier *et al.*, that milk intake increases presence of bovine miRNAs in human plasma and PBMCs. Instead, we found no evidence to support this position. Based on OpenArray analysis and qPCR, we found no evidence of a spike of miR-29b or miR-200c levels at time points 3 and 6 hours for plasma and PBMC, respectively. Additionally, in a screen of 220 miRNAs with multiple normalization methods, we found no consistent evidence of any other miRNA alterations at these time points. We further evaluated pooled small RNA-seq data from these same samples. There was no evidence of any miR-29b or miR-200c in any of these sequencing libraries at any time points based on analysis by three methods of miRNA quantification, despite very low levels of amplification by OpenArray or qPCR in most of these samples. Finally, we found no evidence of unique bovine miRNAs or consistently elevated levels of human/bovine homologs from 3 to 9 hours that would be consistent with dietary uptake.

Although our findings are at odds with Baier *et al.*, they are in agreement with other recent publications. When mouse pups were fed by wild-type dams or transgenic mice engineered to overexpress miR-30b by approximately an order of magnitude in milk ^35^, there were no significant differences in detected miR-30b levels in various organs and blood of nine mice in each group. miR-375 and miR-200c knockout pups experience no significant uptake of these miRNAs from wild-type nursing dams ^36^. As the only experiment to date that can easily distinguish endogenous regulation from exogenous uptake, this study must be given great weight.

### What could explain the discrepancies?

***Normalization.*** Baier *et al.* used a spiked-in RNA as a reference for the plasma miRNA qPCR results. This method does not control for biological variation. Since the spike-in appears to have been used to assign concentrations, the different concentrations in Figure 1 of Baier *et al.* ^10^, could be the result of technical batch effects (see also below) at different time points. Indeed, using this method, the authors have reported miR-29b concentration estimates for bovine milk that appear to range over almost four orders of magnitude, from 20 fmol/L in skim milk (0.2% fat) ^37^ to 50 fmol/L in raw milk, to 150 pmol/L in 1% fat milk ^10^. For PBMC, an endogenous RNA, U6, was used, but this is not a miRNA, and its suitability as a reference was not established in these samples. We would also caution that normalizing late-amplifying (high Cq) features can be misleading.

***RNA purification.*** To obtain RNA from plasma, Baier *et al.* used the NucleoSpin miRNA plasma kit (Machery-Nagel), whereas we used the Exiqon Biofluids kit. We previously reported that the Biofluids protocol outperformed several other methods ^16^, but we have not tested the Machery-Nagel kit. Although the methods might have different recovery efficiencies, it is not clear how this would influence robust findings. Hypothetical RNA purification differences would not affect the PBMC results, since we used the PBMC RNA isolated by Baier *et al.*

***qPCR assay design.*** The qPCR system used in the original study depends on enzymatic addition of sequences to the target miRNA followed by amplification and detection with a sequence-non-specific intercalating dye. The assays we used have sequence-specific RT and qPCR forward primers, as well as a partially sequence-specific hydrolysis probe. It is possible that assays for individual miRNAs might have differing abilities to discriminate between closely-related miRNAs such as members of the miR-29 and miR-200 families.

***Variation.*** In Baier *et al*., the apparent dose- and time-dependence of the results could be within the range of measurement error as no error bars were given. Indeed, establishing less than two-fold expression differences is technically challenging, especially for a small number of samples.

***Sample quality.*** As noted, samples arrived at our laboratory with dry ice largely sublimated. However, as a batch, the data do not indicate poor quality, with the exception of two T0 samples from the PBMC group. Differential degradation of specific samples in transit seems unlikely to have occurred by chance. Thus, these two problematic T0 samples may have been in the same condition in the original study and thereby explain the PBMC miRNA results of Baier *et al.*

***Differential stability of specific molecules in specific samples.*** One might conjecture that the miRNAs detected in plasma at higher concentrations by Baier *et al.* after milk intake were in a particularly labile form that may have been more likely to degrade over time in plasma. However, it is unclear how such degradation could have occurred disproportionately in post-intake plasma.

### Are more studies needed?

***Reproduction.*** An experimental reproduction of the original study might be informative. However, it may be difficult to justify the expense of new studies given that neither our results nor the RNA sequencing echo the original findings. Rigorous transgenic studies have also yielded negative findings ^35, 36^. From the standpoint of stoichiometry, it is also unclear that sufficient miRNA, e.g., miR-29b, is present in milk to achieve the originally reported levels in blood. Based on reported miRNA concentrations, one can calculate the quantity of milk and efficiency of uptake required to achieve hypothetical human plasma alterations. As noted above, the authors’ milk miR-29b estimates have ranged over almost four orders of magnitude ^10, 37^. The lower concentration (20 fmol/L) would necessitate 100% uptake efficiency and stability and at least 75 liters of bolused milk intake to achieve an increase of 300 fmol/L in blood of an ingesting human. At the highest reported concentration of miR-29b, 150 pmol/L, > 1% uptake would be needed. This percentage may be unlikely, as other groups have detected no or negligible dietary miRNA content in an *in vitro* digestion model ^36^ or in intestinal material after gavage of massively non-physiologic quantities of synthetic, modification-stabilized RNA ^38^. Even a purportedly positive study of dietary xenomiRs reported a median uptake of just 0.14% [ 39, not counting a clearly spurious detection ^40^]. While further experimentation would provide additional, welcomed data, it may not be justified by current results or theory.

***Other studies: delivery mechanisms.*** In general, there is a need to learn more about packaging and potential transfer of miRNAs and other cargoes in endogenous EVs or protein complexes. Despite interesting *in vitro* data suggesting transfer of lipophilic dyes from highly concentrated milk EVs to epithelial models ^41^, it is not clear that such experiments are relevant to *in vivo* transfer. In the absence of consistent evidence of xenomiR delivery *in vivo*, studies of delivery mechanisms specific to xenomiRs and their carriers are not strongly indicated.

**Overall conclusion:** miRNA profiling by qPCR array and RNA sequencing of plasma and/or PBMC samples from subjects who ingested milk failed to provide support for uptake of bovine miRNAs. Growing evidence casts doubt on the hypothesis of dietary xenomiR transfer to mammals, whether from different kingdoms ^10, 18, 42, 43^ or related organisms ^35, 36^. Although several related and interesting research questions remain, their exigency is low, and further research in this area should be justified in terms of deliverables for more pressing health questions. In mammals, dietary miRNAs, along with other ingested molecules, are likely to serve as nutrition, not post-transcriptional regulators.

### Data availability

Array data can be accessed in the NCBI’s GEO public repository (RRID:SCR_004584) under accession numbers GSE79922 (PBMC) and GSE79960 (plasma).

Open Science Framework: Dataset: Uptake of dietary milk miRNAs by adult humans: a validation study, doi 10.17605/OSF.IO/M9RQ2 ^44^

How the deposited data were processed for this re-analysis (not part of the article)

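The deposited data cover the plasma OpenArray: 10 samples, the plasma of 5 donors at T0 and T3 (0 and 3 hours). The PBMC arrays, the individual qPCR assays and the sequencing data were not analysed here. The authors deposited 1 table of raw Crt, the relative threshold cycle of each well in PCR cycles, for 223 features in each sample, obtained after reverse transcription, pre-amplification and a run of 40 cycles and exported with the instrument software. They are unnormalized and on a scale where 1 cycle is about a factor of 2. Each sample name of the table matched 1 sample by donor and time point. The table gives 1 value per feature and sample. The U6 values of some samples carry a further half-unit digit, so they may be means of repeated wells, and how many wells lie behind a value was not examined further. The table gives no amplification scores, so the authors' filter on that score could not be repeated, and a well was taken as detected where it had a Crt under 40. Of 2230 combinations of feature and sample, 1719 had a Crt, between 154 and 188 per sample, and the number of donors limits the precision.

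Computed from these values were the 4 data sets the paper describes: raw Crt, Crt minus the geometric mean of 22 reference features (GM22), Crt minus that of miR-16, and quantile-normalized Crt (limma's normalizeBetweenArrays) for features detected in at least 9 of 10 samples. The paper's text does not name its 22 features, so the 22 with the lowest SD over all 10 samples were used, regardless of time point. Features were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, donor as a block, two-sided), with an unadjusted threshold of 0.01 as in the paper and a Benjamini-Hochberg adjusted threshold of 0.05. Donors pair the samples by design. As a check, each donor's deviations from the group means at T0 and T3 correlated with r between 0.174 (donor 2) and 0.575 (donor 4) over the 118 features detected in every sample. No 2 samples were duplicates: the SD of the Crt differences between 2 samples was at least 0.980 cycles. Single features were also tested with the exact sign-flip permutation test over all 32 sign patterns of 5 pairs (8 patterns for 3 pairs). Same-donor similarity used all 120 pairings of T0 with T3 samples, and same-time similarity all 16 swaps of time labels within donors. Sets of miRNAs were tested over donors in the same exact way and with limma's camera and fry. Average fold changes are means over donors of each donor's fold change, with geometric means beside them.

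The features named in the text are all those the paper names for the plasma array and every feature with an unadjusted limma p under 0.01 in any of the 4 sets. Other features are named beyond that rule: miR-152, miR-122, miR-23a, miR-140-3p, miR-708, miR-627, members of the lists below, and the neighbouring genes. They were chosen after their values were seen. The lists were written before the data were examined: miRNAs abundant in milk (the paper's Table 7), miRNAs with the largest rise in the paper's Table 6, red-cell miRNAs (miR-451, miR-486, miR-16, miR-92a, miR-25, miR-144, miR-363, miR-185) and platelet miRNAs (miR-223, miR-126, miR-191, miR-197, miR-24).

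The tests were tried on simulated data made from the means, donor differences and residual spread of the 118 features with a Crt in all samples, 100 data sets per setting. Without a shift between samples, limma called 1.18% of unchanged features at 0.01 in data without any change, and in data with 20 changed features it called 47.2% of those changed by 1 log2 unit and 83.9% of those changed by 2. With a sample-wide shift as large as the observed one (SD 0.682 cycles) and no change, it called 1.76% of the features. The paired test without moderation called 0.992% of them. With that shift and 20 features changed by 1 unit, limma called 12.9% of the changed and 2.27% of the unchanged features. The paired test without moderation called 7.05% and 1.10%.

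Alternatives set before the data were examined were the paired test without moderation, no donor block, other limits on detection and Crt, other reference features and scaling for GM22, quantile normalization of complete features, other averages of fold changes, Spearman correlation, and leaving out each donor. A cut-off on the amplification score was planned and not run. A robust limma prior, the platelet contrast and the settings of single features were added after the data were seen. The RefSeq annotation of GRCh38.p14 was used only for gene names and neighbours, where 208 of 219 miRNA assays matched a gene symbol.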

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

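The test of the miR-454 well and the simulations with sample-wide shifts were chosen after those results had been seen, and the swaps of time labels before their counts were known. The sample farthest from the rest was examined in 32 groups of 4 or 5 donors. In 3 of them the gap to the nearest other sample was past Dixon's critical value, where chance gives about 1.6.

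At T3, the miR-454 Crt of donor 2 was 14.433, and the other donors had 23.5 to 25.9. The same feature gave the largest change in raw Crt, a log2 fold change of 3.81, and the paper does not discuss it. Without that well alone its log2 fold change was 1.96 and its limma p 0.0114 (the exact sign-flip test cannot go below 0.125 for 4 pairs), just short of the threshold, and it stayed past the threshold without any other single T3 well. With the robust prior, added after the data were seen, and all wells, the limma p of miR-454 was 0.110 (the exact sign-flip p is 0.0625), and the other 3 features stayed past the threshold. A single aberrant well is therefore a candidate explanation for the size of the change and for its small p. It is less specific as an explanation for the call. Each of the other 3 features also lost its call without one of its own T3 wells, miR-125a-5p without that of donor 3, miR-362-3p without that of donor 2 or 3 and miR-422a without that of donor 1 or 2. Very early values were not unique to miR-454 on these arrays. The lowest Crt of miR-708 was 8.25 against a median of 31.3, and that of miR-627 was 8.997 against 32.75. These features had a Crt in 5 and 3 samples and were not tested. With 1 value per sample, a true high miR-454 level in the T3 sample of donor 2 cannot be excluded, and no biological explanation was tested.

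miR-140 at T3 stood at 19.837 in donor 3, and the other donors at 21.9 to 22.7. Among the features detected in at least 9 of 10 samples, donor 3 amplified earlier at T3 in 123 of the 129 with both values, by a median of 2.26 cycles, so the low value goes with a shift of the whole sample. miR-191 at T0 stood at 17.579 in donor 4, against 18.2 to 18.5 in the others, and no explanation for this gap was tested.

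In raw Crt, 3 more features passed an unadjusted p of 0.01 in limma's test: miR-125a-5p (log2 fold change 2.57), miR-362-3p (2.12) and miR-422a (1.99). All 3 amplified late, with median Crts of 31.15, 30.302 and 29.037. The paper lists miR-125a-5p among its largest rises in plasma sequencing and does not name the other 2. That sequencing was of pooled samples, and the paper cautions that they do not strictly allow a comparison of expression. Its T3 pool also had a lower share of reads aligned to miRNAs than the other pools. Of the 16 ways to swap T0 and T3 within donors, the true labels included, 2 gave at least the 4 features of the true labels, a share that cannot fall under 6.25% with 5 donors. Of 84 other splits drawn at random, in which some donors have both samples in one group, 13 gave as many. Changes shared by all features of a sample are a candidate explanation for the difference between limma and the paired test. Of 100 simulated data sets with such shifts and no change, limma's prior became infinite in 36, against 0 of 100 without shifts. Yet 4 or more features passed in 10 of the shifted and 6 of the unshifted sets, so whether the shifts account for the count of 4 cannot be told apart from chance. All 4 features were lost without donor 2.

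miR-191 passed with a log2 fold change of 1.33 under GM22 and 1.55 under miR-16. As many features passed in 3 of 16 swaps under GM22 and in 3 of 16 under miR-16. After quantile normalization miR-375 (−1.34), miR-25 (−1.08) and miR-185 (−0.74) passed, and 2 of 16 swaps gave as many. Of the 84 other splits, 59, 42 and 19 gave as many features for the 3 sets. No share from 16 swaps can be under 0.05, so chance stays open for each set. At the looser unadjusted threshold of 0.05, the true labels gave 19 features under GM22 and 26 under miR-16. In both cases this was more than in any other of the 16 swaps. They gave 10 after quantile normalization, which 2 of 16 swaps reached, and 9 in raw Crt, which 6 of 16 swaps reached. miR-191 is on the platelet list and miR-25 and miR-185 are on the red-cell list, whose opposite changes are given under the other observations.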

How the results depend on the processing

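Of 271 results recomputed under an alternative, 185 were labelled unchanged, 42 weaker and 3 stronger. A further 25 were counts that moved by more than 1.5 times, and 16 reversed. Unchanged means the same direction and side of the threshold for named features and similarities. For counts it means a change within 1.5 times, and for miR-200c, miR-29b and the lists the same direction only. The paper's own test and the robust prior leave each log2 change as it was, so no direction could reverse there.

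The counts of features at an unadjusted p under 0.01 moved by more than 1.5 times in 25 alternatives. With the paper's paired test without moderation they were 0 in raw Crt, 3 under GM22, 2 under miR-16 and 1 after quantile normalization, against 4, 1, 1 and 3 with limma's moderated test. Without the replicate block, with donors not paired, they were 0, 1, 1 and 1. With only Crts under 28, they were 1 in raw Crt and 3 under miR-16. With features detected in at least 6 of 10 samples, they were 2 under GM22 and 2 under miR-16, and with features detected in all 10 samples 2 under miR-16. Across the 5 fits that each left out one donor the counts ran from 0 to 6 in raw Crt, from 0 to 4 under GM22, from 0 to 8 under miR-16 and from 0 to 4 after quantile normalization. Without donor 2 the count was 0 in all 4 sets, and without donor 1 it rose to 4 under GM22 and 8 under miR-16. The other reference features and the scaling by division left the GM22 count at 1, and the robust prior, chosen after seeing the data, gave 3, 1, 1 and 2. The cause of these differences was not tested. Among single named features, 42 of 104 recomputed changes were weaker and 3 stronger, and 0 reversed.

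The mean log2 change of miR-200c reversed without donor 5 in raw Crt and without donor 1 under GM22 and miR-16. Its range with one donor left out was −0.63 to 0.10 in raw Crt, −0.91 to 0.00784 under GM22, −0.75 to 0.27 under miR-16 and −1.38 to −0.45 after quantile normalization. The average fold change turned from above 1 to below 1 with the geometric mean, at 0.832 in raw Crt, 0.737 under GM22 and 0.861 under miR-16. The ratio of mean signals gave 0.666, 0.616 and 0.797. By construction an arithmetic mean of fold changes gives most weight to the donors that rose. miR-29b stayed negative with each pair left out, which under GM22 and miR-16 follows from 3 negative changes.

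Same-donor similarity stayed at the smallest exact p of 0.00833 under Spearman correlation, complete features, Crts under 28 and each normalization. The milk-abundant list reversed without miR-92a after quantile normalization, to 0.0931. With one donor left out its mean ran from −0.13 to 0.67 in raw Crt, from −0.21 to 0.36 under GM22, from 0.17 to 0.68 under miR-16 and from −0.19 to 0.14 after quantile normalization, where it was 0.00615 without donor 4 and 0.1355 without donor 2. The red-cell list in raw Crt reversed to 0.0156 without donor 4 and 0.0497 without donor 5, in a range from −0.52 to 0.0497. The amplification-score alternatives were not run, since no scores were used here.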

Differences from the paper's values

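In raw Crt limma's test passed 4 features where the paper's Table 2 lists 0. With the paper's own test, without the donor block, or without donor 2 the count was 0, and under the other alternatives set before the data were examined it was not. Under GM22 the count was 1 against the paper's 2. The paper's own test gave 3 and features detected in at least 6 of 10 samples gave 2, both within 1.5 times the paper's, and the remaining alternatives, including the other reference features, did not. Under miR-16 the count was 1 against the paper's 2. The paper's own test, features detected in all 10 samples and features in at least 6 of 10 gave 2. Crts under 28 gave 3. These closed the gap in the count, whereas the fit without the block and the fits without one donor did not. After quantile normalization the count was 3 against the paper's 1. The paper's own test, the fit without the block and the fit without donor 3 gave 1, and the other alternatives did not close the gap. All of these compare counts and not the features behind them. Under miR-16 the paper's own test passed miR-132 and miR-140, as in the paper, whereas limma's feature was miR-191. The single quantile-normalized feature was miR-185 under the paper's own test, miR-25 without the block and miR-375 without donor 3. None of them is the paper's miR-184.

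The limma p of miR-636 under GM22 was 0.203 against the paper's 0.003. The paper's own test gave 0.00955, and none of the alternatives set before the data were examined closed the gap, although the paper's own test put miR-636 under 0.01 as the paper did, as it also did with 22 reference features chosen after centring (0.00804). The limma p of miR-92a under GM22 was 0.217 against the paper's 0.004. The paper's own test gave 0.0103, and none of the alternatives set before the data were examined closed the gap. The paper's own test combined with the 10 reference features of lowest SD, a pairing tried after the data were seen, gave 0.00434. The limma p of miR-132 under miR-16 was 0.0381 against the paper's 0.002, and with the paper's own test it was 0.00203. The limma p of miR-140 under miR-16 was 0.0221 against the paper's 0.007, and with the paper's own test it was 0.00654.

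The paper lists miR-184 among the quantile-normalized features. Here it had a Crt in 2 of 10 samples and could not be tested, and the feature that passed under the paper's own test was miR-185, with a fold change of 0.609. The paper states that features past its threshold changed less than 2-fold on average, and under GM22 miR-191 passed the paper's own test with an average of 2.73-fold. This depends on the reference features chosen here. With 10 reference features the paper's own test passed miR-92a alone, with 22 chosen after centring miR-140 and miR-636, and with division by the geometric mean miR-140. The paper finds no overlap between normalizations, and with limma's test miR-191 passed under both GM22 and miR-16. For miR-200c the paper's text gives an average fall of 15 to 40%, and its Table 3 gives 1.09 for raw Crt. Here the arithmetic means were above 1 in raw Crt (1.09), under GM22 (1.07) and under miR-16 (1.299), and the geometric means were below 1 in all 4 sets. In raw Crt the paper's Table 3 value equals the arithmetic mean and under miR-16 the geometric mean (0.861), to the digits printed. The paper states that no consistent pattern by time point or individual remained after normalization. Here the mean same-donor r was 0.219 after quantile normalization, with 3 donors as neighbours in the tree against about 2 in Fig. 2B, read by eye.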

Other observations

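The argument on input and the tests of donor 3, of the miR-184 listing and of the milk list were chosen after those results had been seen. The other tests were chosen before. The contrast of the platelet and red-cell lists was itself added after the data were seen. Relative to the median feature of each donor, the 7 red-cell miRNAs on the array fell from T0 to T3 in 5 of 5 donors, by −0.68 ± 0.29 on the log2 scale (SD, n = 5, exact sign-flip p = 0.0625, the smallest possible), and the 5 platelet miRNAs rose in 5 of 5, by 0.60 ± 0.19 (SD, n = 5, exact p = 0.0625). Not taken relative to the median, the platelet list rose in 5 of 5 donors in all 4 sets. The red-cell list was at −0.18 in raw Crt and −0.15 under miR-16, with a rise in 2 of 5 donors each (exact sign-flip p = 0.75 and 0.4375). It fell in 5 of 5 donors under GM22 (−0.35) and after quantile normalization (−0.66). miR-16 is itself on the red-cell list and changed by −0.55 relative to the median feature. Its subtraction removes a change the list shares, so the value under miR-16, over 6 members, cannot show that the fall was weaker. The platelet mean minus the red-cell mean was 1.28 ± 0.40 (SD, n = 5), from 0.765 in donor 2 to 1.60 in donor 4, and between 1.20 and 1.41 with any donor left out. A difference in input or recovery that multiplies all features of a sample alike cancels in this contrast by construction. Such a factor alone therefore cannot give the mean of 1.28, which is the observed contrast itself and not a separate test. Of 10000 pairs of lists matched on mean Crt, a contrast as large appeared in 0%, which argues against a shift that follows abundance. Without miR-191 the contrast was 1.18 ± 0.39 (SD, n = 5) and positive in 5 of 5 donors, so that member alone does not carry it. Less red-cell lysis at T3 stays open: the Crt of miR-23a minus that of miR-451, an index that rises with lysis, changed by −0.308 ± 0.918 (SD, n = 5) and fell in 3 of 5 donors (exact sign-flip p = 0.5). The difference between blood cells and time after intake, or a difference in how the later samples were drawn and spun, may both give such a contrast and cannot be told apart here. miR-92a is also on the milk list, and the GM22 reference holds miR-16, miR-185 and miR-486 of the red-cell list and miR-223 of the platelet list.

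In camera with its preset correlation, over 12 tests of 3 lists in 4 sets, the red-cell list had adjusted p values of 0.00880 in raw Crt, 2.42e-04 under GM22, 0.00129 under miR-16 and 2.42e-04 after quantile normalization. The platelet list had 0.0896, 0.00489, 0.00880 and 0.0430. With an estimated correlation 0 of these held at an adjusted p of 0.05, with a smallest value of 0.0708. With fry, 2 held: the red-cell list after quantile normalization (adjusted p = 9.60e-04) and the platelet list under GM22 (adjusted p = 0.0425).

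A rise of milk-abundant miRNAs is a hypothesis the paper tests on pooled sequencing data. On the plasma array 8 of the 11 listed names were tested, and relative to the median feature their mean change was −0.0664 ± 0.243 (SD, n = 5), with a rise in 2 of 5 donors (exact sign-flip p = 0.5625). Not taken relative to the median, the list's mean was 0.44 in raw Crt, with a rise in 2 of 5 donors, 0.26 under GM22 and 0.48 under miR-16, with a rise in 4 of 5 donors each, and −0.01 after quantile normalization, with a rise in 2 (exact sign-flip p = 0.5625, 0.3125, 0.1875 and 0.875). The rule applied to the relative mean could count for uptake but never against it, so it leaves the hypothesis open. Relative to the median feature, the list as a whole showed no mean rise, over members that go both ways. Of the paper's 10 miRNAs with the largest rise in sequencing of pooled samples, 4 are on the array and 2 were tested. miR-125a-5p rose by 2.07 relative to the median feature, in 4 of 5 donors, and miR-126 by 0.42, in 5 of 5. miR-126 is also on the platelet list. Relative to the median feature, the mean of the pair was 1.24 ± 1.01 in raw Crt (SD, n = 5, exact sign-flip p = 0.125) and 0.71 ± 1.15 after quantile normalization (SD, n = 5, exact sign-flip p = 0.375), with a rise in 4 and 3 of 5 donors. Not taken relative to the median, it was 1.74 in raw Crt, with a rise in 5 of 5 donors, 1.57 under GM22 and 1.79 under miR-16, with a rise in 4 of 5 each, and 0.71 after quantile normalization, with a rise in 3 (exact sign-flip p = 0.0625, 0.125, 0.125 and 0.375).

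Samples of one time point and different donors resembled each other more than samples of different time points, by 0.0975 in r, the highest of 16 swaps. Without the 12 members of the platelet and red-cell lists the difference was 0.0840 over 122 features, now the second highest (exact p = 0.125). By the prediction written beforehand, which asked only for the rank, the lists would account for the similarity. Most of the value remained, however, and a requirement on its size was added after the result was seen, so whether these lists carry it is left open. The same-donor similarity after quantile normalization does not come from donor 1 alone. When the other 8 samples were selected for detection, quantile-normalized and centred anew without that donor, the mean r of the other 4 donors was 0.0836, still the highest of 24 pairings (exact p = 0.0417, the smallest they allow).

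In donor 3 the median feature amplified 2.26 cycles earlier at T3 than at T0. U6 amplified 6.19 cycles earlier, the largest change among the 129 features detected in at least 9 of 10 samples and in both samples of this donor. RNU48, detected in 5 of 10 samples and so not among them, amplified 7.52 cycles earlier. The 2 lay on average 4.59 cycles beyond the median feature. Cellular RNA in that sample is a candidate explanation. It is 1 sample, chosen after its values were seen, and whether cells or plasma supplied these RNAs cannot be told apart.

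The paper's listing of miR-184 may belong to another feature. miR-184 had too few values for a test, and exactly 1 feature, miR-185, had a p that rounds to the listed one under the paper's own test of the quantile-normalized data. miR-185 was also the single feature past the threshold of that test. Its average fold change was 0.609, or 0.599 as a geometric mean, near the paper's listed 0.64 but not equal to it.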
